A study of Homo sapiens with 7 samples.

How the data were processed

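Chromatin loops were measured by HiChIP, which joins DNA ends that lie close together in fixed nuclei, enriches the joined fragments with an antibody against a chromatin protein and sequences both ends. The samples were 7 libraries from HEC-1-B, a human uterine adenocarcinoma cell line, and lines derived from it. Per the labels' protocols, cells were fixed with formaldehyde, chromatin was cut with the restriction enzyme MboI, the cut ends were marked with biotin and ligated, and the sonicated chromatin was precipitated with an antibody against ZNF143, CTCF or RAD21. ZNF143 and CTCF are zinc-finger proteins that bind DNA, and RAD21 is a subunit of the cohesin complex.

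Groups were taken from the sample titles and held 1 library each: unmodified (wild-type) cells with each of the 3 antibodies, cells lacking ZNF143 with the CTCF and the RAD21 antibody, and CTCF-AID cells with the ZNF143 antibody after 0 h and 24 h of auxin. In CTCF-AID cells CTCF carries a tag that leads to its breakdown when auxin is added. With 1 library per group no test across replicates could be made and no p-value is given. A ZNF143 list from cells lacking ZNF143 and a CTCF list from auxin-treated cells were not analysed here, so the removal of either protein was not checked from the lists.

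The authors deposited 1 loop list per library. Each line held a pair of anchors, with chromosome, start and end, and a whole-number count, which is the unit used throughout. From the values, the deposited counts were whole numbers from 2 upwards and were not scaled to a common depth, and they were taken as numbers of supporting read pairs. Neither the labels nor the files state the loop caller, the aligner, the genome build, the filters or whether sequencing runs were pooled. All loops joined anchors of the same chromosome, with midpoints at least 20 kb and at most 2 Mb apart (shortest span 20.002 to 20.015 kb in the 7 lists, longest 1.97 to 2.00 Mb). Loops with a count of 1 are not listed, so a loop missing from a list is one with fewer than 2 counts or without a called anchor, not one shown to be absent. Positions on chromosome 1 reached 249202650, past the end of that chromosome in GRCh38. The build is therefore not GRCh38, and coordinates are given as deposited, counted from 1. No sequence or annotation of that build was used here. Anchors were not assigned to genes or promoters, motif orientation was not computed, and the clustered protocadherin region that had been fixed for reporting was not located.

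The lists came in different layouts. The lists of wild-type ZNF143 loops and of both libraries from ZNF143-deleted cells had 7 columns separated by tabs, and the other 4 lists had 8 columns separated by spaces. In both comparisons of ZNF143-deleted with wild-type cells the layout changed together with the genotype, so any difference in how the authors made the lists and the deletion cannot be told apart. The 2 CTCF-AID lists shared a layout.

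The comparisons, their intervals and the rule for named loops were fixed before the data were examined. A loop of one list was called found in another list when both its anchors, after an extension of 5 kb, overlapped the corresponding anchors of a loop there by at least 1 bp. Loops of the first list of a pair found in the second were called kept, those not found were called lost, and loops of the second list not found in the first were called gained. Chance overlap was measured with 100 circular shifts of the second list along each chromosome. Such shifts do not measure matches to a true neighbouring loop. Shares carry 95% Wilson intervals, ratios of loop numbers 95% intervals from the exact binomial split of the 2 numbers, differences between shares Newcombe intervals, and ratios of median spans intervals from 500 bootstrap draws over loops. All intervals cover counting error in those libraries only. Read pairs that are copies of 1 molecule, and neighbouring loops that share an anchor, are not independent, so the real uncertainty is larger. The text names, for each pair, the 2 lost and the 2 gained loops with the highest count, ties going to the shorter span.

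The total count of a list ran from 33460 to 143119. It is the sum over listed loops and not the depth of the library, which is unknown. Alternatives planned in advance were loops above their own list's median count, equal numbers of the best supported loops of both lists, a minimum count of 3 (the highest of the lists' medians), spans of 20 kb to 2 Mb, anchor extensions of 0 and 10 kb, and lost against gained loops for the span. Alternatives chosen after seeing the data were spans of 40 kb to 1 Mb, random thinning of the list with the higher total (by the ratio of the totals, which leaves a lower listed total because loops under 2 counts drop out, and to equal listed totals), a minimum count of 10, counts of the 2 CTCF-AID lists divided by 2, and random order among tied loops. The classes of count and span and the comparison of loops coinciding with wild-type loops of the removed protein were also chosen after seeing the data.

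The matching was tested on simulated data before use. Of 19313 wild-type CTCF loops compared with a simulated second list, 100.0% of the loops left in place were found, and 6.67% of the removed loops were matched by a neighbouring loop. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.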

Results

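Loops recovered with antibodies against ZNF143, CTCF and RAD21, and named here after the antibody, were mapped in wild-type HEC-1-B cells. CTCF and RAD21 loops were mapped again in cells lacking ZNF143, and ZNF143 loops in CTCF-AID cells before and after 24 h of auxin. The wild-type lists held 11981 ZNF143 loops with a total count of 49348, 19313 CTCF loops with a total count of 80726 and 16788 RAD21 loops with a total count of 74410. In ZNF143-deleted cells there were 15597 CTCF loops (total count 46220) and 10804 RAD21 loops (total count 33460). The CTCF-AID lists held 40405 ZNF143 loops (total count 143119) at 0 h and 20587 loops (total count 102962) at 24 h. The mean count per loop was 4.12 for wild-type ZNF143, 4.18 for wild-type CTCF and 4.43 for wild-type RAD21, against 2.96 and 3.10 for CTCF and RAD21 in deleted cells, and 3.54 and 5.00 in the CTCF-AID lists at 0 h and 24 h. The lists rested on 9711, 16948, 15742, 15905, 12620, 21128 and 9324 distinct merged anchors, in the same order of libraries. There was 1 library per group, so every difference below lacks a replicate check.

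The counts of both CTCF-AID lists were mostly even. At 0 h, 27883 loops had a count of 2, 1994 a count of 3 and 4877 a count of 4, and at 24 h the numbers were 12137, 870 and 2873. The number of loops with a count of 3, divided by the geometric mean of the numbers with 2 and 4, was 0.171 at 0 h and 0.147 at 24 h. It lay between 0.834 and 0.882 in the other 5 lists. Counts were therefore not taken to have the same scale in the CTCF-AID lists and the other lists, which limits every comparison across them.

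**Figure D1:**
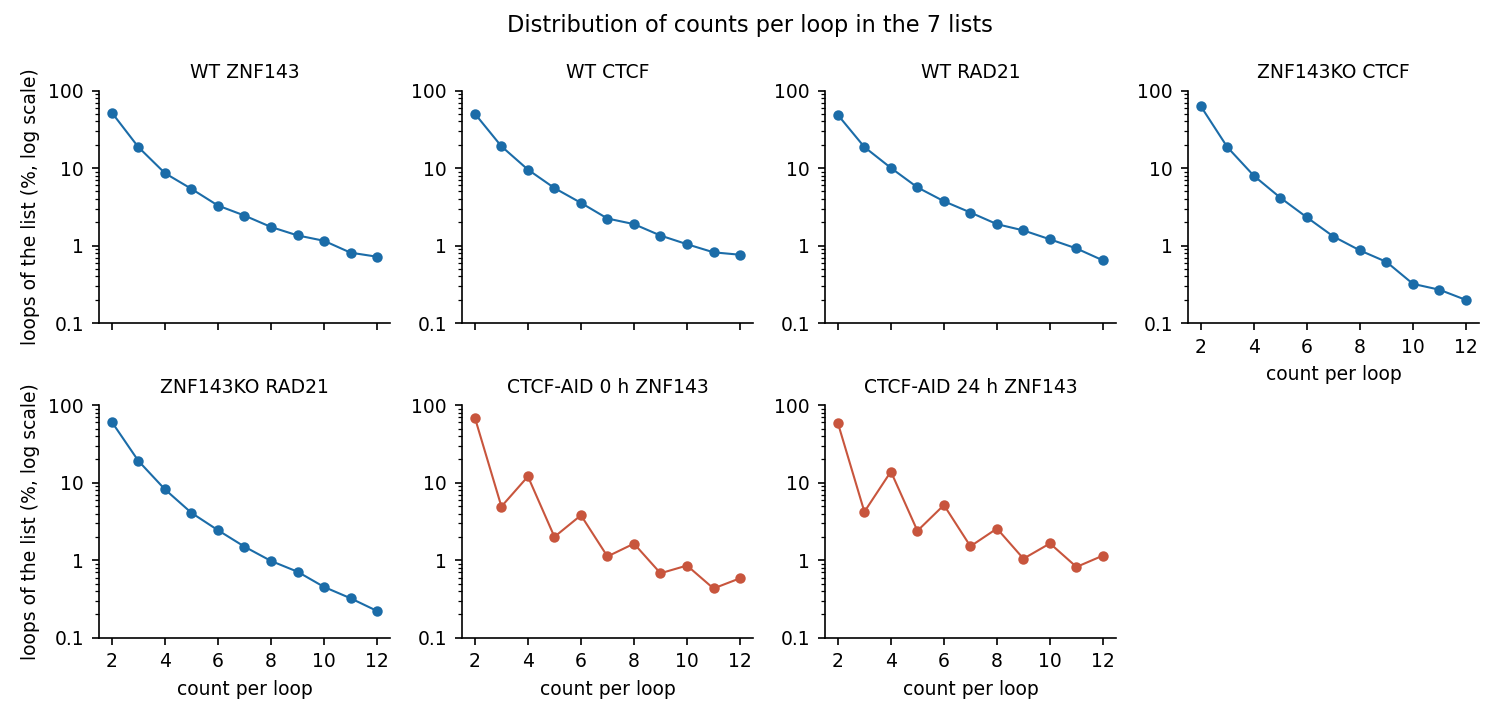
Percent of the loops of each list (vertical axis, log scale) with each count from 2 to 12 (horizontal axis), 1 panel per library, with points joined by lines. The 2 CTCF-AID lists (red) alternate between high values at even counts and low values at odd counts, and the other 5 lists (blue) fall smoothly.

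The wild-type lists were compared first, to see how far ZNF143 loops coincided with CTCF and cohesin loops. Of the 11981 ZNF143 loops, 2273 (18.97%, 95% interval 18.3 to 19.7) were found among CTCF loops and 1952 (16.3%, 15.64 to 16.96) among RAD21 loops, and 22.6% (21.9 to 23.4) were found in at least 1 of those lists. Shifted lists gave 0.506% and 0.420% on average. Single anchors coincided far more often than whole loops. Of the 9711 ZNF143 anchors, 60.1% (59.1 to 61.1) lay at a CTCF loop anchor and 55.8% (54.8 to 56.8) at a RAD21 loop anchor, against 9.35% and 8.46% after shifting. CTCF and RAD21 loops coincided more with each other: 52.2% (51.4 to 52.9) of RAD21 loops were found in the CTCF list and 46.4% (45.7 to 47.1) of CTCF loops in the RAD21 list. The share of ZNF143 loops found moved most with a minimum count of 10 in all lists, which left 3.71% in the CTCF list and 3.11% in the RAD21 list.

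The next question was how CTCF and cohesin loops changed without ZNF143. The number of CTCF loops in deleted cells was 0.808 times that in wild-type cells (0.791 to 0.825), and the number of RAD21 loops was 0.644 times that in wild-type cells (0.628 to 0.659). The total counts had ratios of 0.573 and 0.450. The loop number ratio fell as the minimum count rose: for CTCF it was 0.607 at a minimum of 3, 0.415 at 5 and 0.204 at 10, and for RAD21 it was 0.490, 0.336 and 0.195. Thinning the wild-type lists until the listed totals were equal, an alternative chosen after seeing the data, reversed the direction, with 1.27 times as many CTCF loops (1.24 to 1.302) and 1.23 times as many RAD21 loops (1.195 to 1.26) in deleted as in wild-type cells. The smaller number of loops in the deleted lists thus held for the lists as deposited and at each minimum count tried, but not at equal listed totals.

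For ZNF143 loops after CTCF depletion, the number at 24 h was 0.510 times that at 0 h (0.501 to 0.518). Here the ratio rose with the minimum count, to 0.675 at 3 and 0.833 at 5, and it passed 1 at a minimum of 10, where 2094 loops at 24 h compared with 1909 at 0 h (ratio 1.10, 1.03 to 1.17). As the only pair with the same antibody and no protein removed, wild-type cells and CTCF-AID cells without auxin were compared in the same way. The ZNF143 loop number ratio of CTCF-AID cells at 0 h to wild-type cells was 3.37 (3.30 to 3.44). In the lists as deposited, this difference between cell lines, libraries and list layouts was larger than each of the 3 differences after removal of a protein. It was 2.23 at a minimum count of 5 and 2.28 at 10, where the CTCF and RAD21 ratios after ZNF143 deletion lay farther from 1. The ratio was 0.879 when the CTCF-AID counts were divided by 2 and loops with at least 2 were kept, an alternative chosen after seeing the data.

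**Figure D2:**
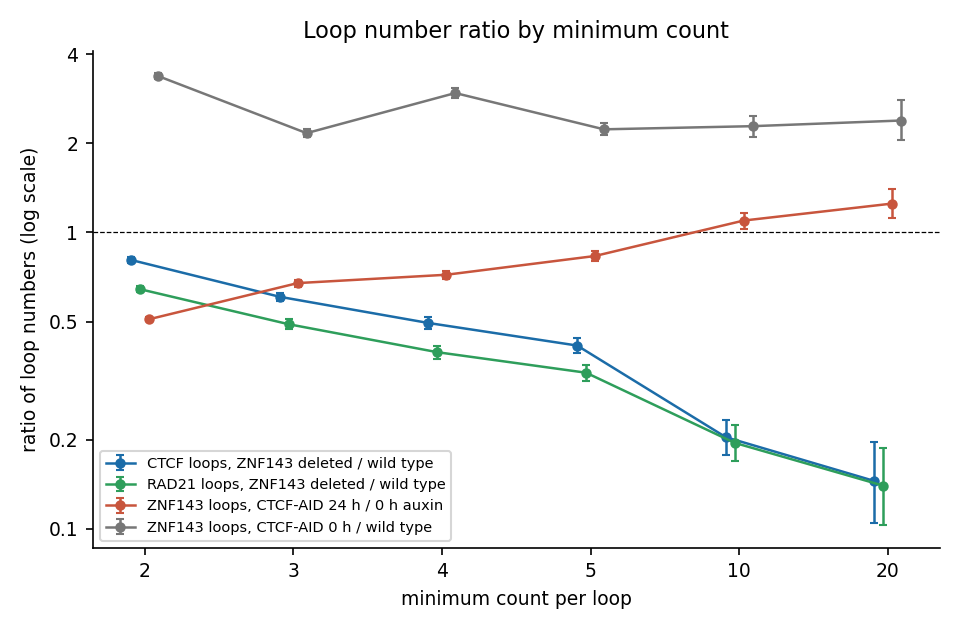
Ratio of loop numbers (vertical axis, log scale) against the minimum count per loop (horizontal axis) for 4 pairs of libraries, with 95% intervals from the exact binomial split as bars and a dashed line at 1. The CTCF and RAD21 ratios after ZNF143 deletion fall from 0.808 and 0.644 to 0.145 and 0.140 at a minimum of 20, and the ZNF143 ratio after CTCF depletion rises from 0.510 to 1.25.

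Of the wild-type CTCF loops, 7547 (39.1%, 38.4 to 39.8) were found in ZNF143-deleted cells, and 34.1% (33.4 to 34.9) of RAD21 loops were found again. Of the 0 h ZNF143 loops, 24.7% (24.2 to 25.1) were found at 24 h. Of the wild-type ZNF143 loops, 59.6% (58.7 to 60.5) were found in CTCF-AID cells without auxin. This higher share did not hold at equal listed totals, where it was 40.6% (39.7 to 41.5), against 45.7% (44.8 to 46.6) for CTCF and 44.2% (43.2 to 45.3) for RAD21 after ZNF143 deletion and 27.9% (27.4 to 28.5) after CTCF depletion. Shifted lists gave on average 0.356%, 0.215%, 0.514% and 1.33% for these pairs. Shifts miss matches to a true neighbouring loop, which took in 6.67% of the removed loops in the simulated CTCF comparison. The kept shares may include such matches and were not corrected for them. The share rose with the count of the loop. For CTCF it was 24.2% at a count of 2 and 98.2% (96.1 to 99.2) at 20 or more, for RAD21 18.7% and 94.99% (92.3 to 96.8), for ZNF143 after CTCF depletion 15.6% and 83.1% (79.8 to 86.0), and for the pair without removal of a protein 44.9% and 97.0% (93.9 to 98.5). At 20 counts or more, the interval after CTCF depletion lay below those of the 3 other pairs, whose intervals overlapped. The CTCF-AID counts may have another scale. The 3 other pairs were therefore also read at 10 counts or more, and set against 20 or more after CTCF depletion. At these unlike thresholds the RAD21 share, 86.3% (84.3 to 88.1), overlapped the 83.1% (79.8 to 86.0) after CTCF depletion. The shares for CTCF, 89.9% (88.1 to 91.4), and without removal of a protein, 92.8% (90.9 to 94.4), still lay above it. At the same threshold of 10 or more, the share after CTCF depletion was 73.6% (71.6 to 75.5), below all 3. A minimum count of 10 in both lists moved the CTCF and RAD21 shares to 18.8% and 17.7% and the share after CTCF depletion to 56.2%. The share of the pair without removal of a protein was 73.7% (70.6 to 76.6) there, above all of these. Among loops with at least 20 counts that were found again, the median ratio of the second count to the first was 0.297 for CTCF (325 loops), 0.273 for RAD21 (360 loops) and 1.24 for ZNF143 after CTCF depletion (462 loops). The second count was the higher one for 9, 3 and 307 of these loops. For the pair without removal of a protein the median ratio was 1.27 (226 loops, 149 with the higher second count). The counts of its 2 lists may differ in scale.

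**Figure D3:**
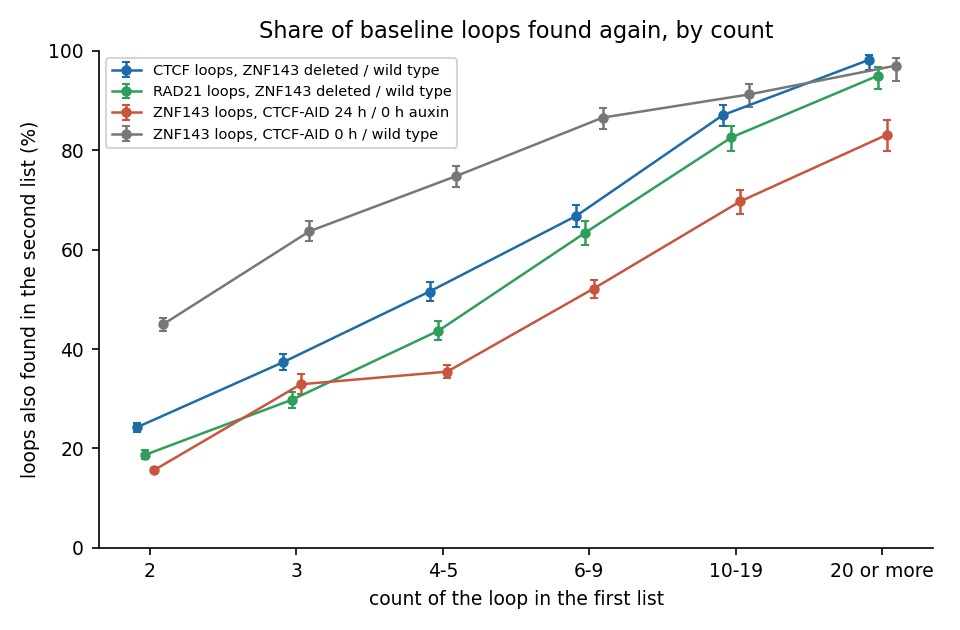
Percent of loops of the first list of each pair that were also found in the second list (vertical axis) by their count in the first list (horizontal axis), with 95% Wilson intervals as bars. All 4 pairs rise with the count, from 15.6% to 44.9% at a count of 2 to between 83.1% and 98.2% at 20 or more.

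Loop span, the distance between anchor midpoints, was compared as the measure of loop geometry that the lists allow. The median span of CTCF loops was 153.8 kb in wild-type and 120.8 kb in ZNF143-deleted cells, a ratio of 0.785 (0.766 to 0.808). For RAD21 loops the medians were 160.4 and 141.7 kb (ratio 0.884, 0.857 to 0.911). ZNF143 loops were longer after CTCF depletion, with medians of 235.6 kb at 0 h and 299.6 kb at 24 h (ratio 1.27, 1.24 to 1.31). In wild-type cells the median ZNF143 loop spanned 144.5 kb, so the ratio of CTCF-AID cells at 0 h to wild-type cells, 1.63 (1.58 to 1.68), exceeded the change with auxin in the lists as deposited. At a minimum count of 3 the order was the opposite, with ratios of 1.19 between the cell lines and 1.31 with auxin, and at a minimum count of 10 these were 1.21 and 1.31, with overlapping intervals. Lost, kept and gained CTCF loops had medians of 184.8, 115.8 and 128.9 kb, and for RAD21 these were 176.1, 136.6 and 151.0 kb. For ZNF143 loops after CTCF depletion they were 264.9, 170.6 and 463.9 kb. Taking equal numbers of the best supported loops reversed the CTCF and RAD21 ratios to 1.03 and 1.31 when ties went to the shorter loop. With ties in random order, chosen after seeing the data, the ratios were 0.808 and 0.915.

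By span class, the CTCF loop number ratio fell from 1.13 (1.07 to 1.18) at 20 to 50 kb to 0.538 (0.452 to 0.639) at 1 to 2 Mb, so the shortest loops were more numerous in deleted cells. The RAD21 ratio fell from 0.796 (0.750 to 0.846) to 0.397 (0.325 to 0.483) over the same classes. After CTCF depletion the ZNF143 ratio rose from 0.420 (0.399 to 0.442) to 0.723 (0.690 to 0.758). A rise with span was not particular to that pair. Without removal of a protein, the ratio of CTCF-AID cells at 0 h to wild-type cells rose from 2.23 (2.13 to 2.35) to 13.4 (11.9 to 15.1).

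**Figure D4:**
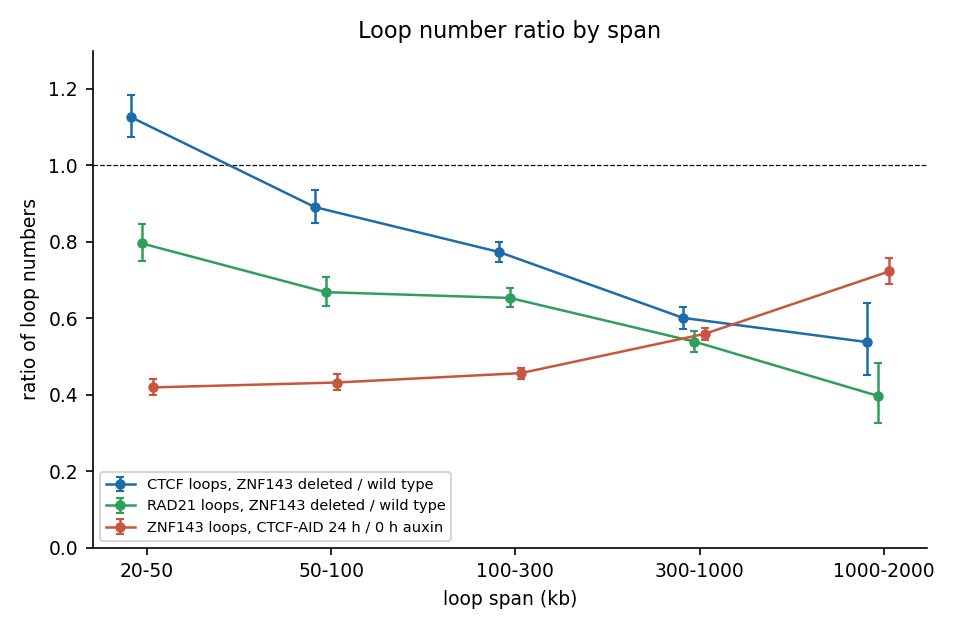
Ratio of loop numbers (vertical axis) by loop span class in kb (horizontal axis) for the 3 pairs with a protein removed, with 95% intervals from the exact binomial split as bars and a dashed line at 1. CTCF and RAD21 ratios after ZNF143 deletion fall with span, and the ZNF143 ratio after CTCF depletion rises from 0.420 to 0.723.

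Lost and kept loops were then compared for anchors of the removed protein. Of the CTCF loops lost without ZNF143, 59.1% (58.22 to 59.996) had at least 1 anchor at a wild-type ZNF143 loop anchor, against 73.9% (72.9 to 74.8) of the kept loops, a difference of 14.8 percentage points (13.4 to 16.1). For RAD21 the shares were 55.5% (54.6 to 56.5) of lost and 70.6% (69.4 to 71.8) of kept loops, a difference of 15.1 points (13.6 to 16.6). Gained loops had shares close to those of lost loops, 57.7% (56.6 to 58.7) for CTCF and 55.3% (54.0 to 56.7) for RAD21. Shifted anchors gave 10.00% and 9.53% of all wild-type CTCF and RAD21 loops. After CTCF depletion the direction was the opposite. A wild-type CTCF loop anchor was present at 75.8% (75.4 to 76.3) of lost and 72.9% (72.0 to 73.7) of kept ZNF143 loops, a difference of -2.99 points (-3.995 to -2.002), and at 65.4% (64.6 to 66.3) of gained loops. With a 10 kb extension this difference was 0.283 points (-0.558 to 1.11), an interval including 0, so its sign did not hold there. Under each other alternative run it was negative with an interval below 0, among them -11.7 points (-12.8 to -10.5) without extension.

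Whole loops that coincided with loops of the removed protein were counted as well. In the ZNF143 lists, 4841 loops at 0 h (11.98%, 11.7 to 12.3) and 1255 loops at 24 h (6.10%, 5.78 to 6.43) coincided with wild-type CTCF loops. Their number ratio was 0.259 (0.243 to 0.276), against 0.544 (0.534 to 0.553) for the other ZNF143 loops. The coinciding loops at 0 h were nevertheless kept as often as the others, at 24.5% (23.3 to 25.8) and 24.7% (24.2 to 25.1), whereas 2.50% (2.23 to 2.80) of the loops gained at 24 h coincided, against 10.4% (9.83 to 11.1) of the 24 h loops found at 0 h. Among CTCF loops, 12.8% coincided with wild-type ZNF143 loops in wild-type cells and 13.04% in deleted cells, with number ratios of 0.826 (0.778 to 0.876) for these and 0.805 (0.787 to 0.823) for the others, which overlapped. Among RAD21 loops the shares were 12.3% and 14.5%, with ratios of 0.760 (0.711 to 0.812) and 0.627 (0.611 to 0.644). Coinciding wild-type loops were kept far more often than the others after ZNF143 deletion, at 66.7% (64.9 to 68.6) and 35.03% (34.3 to 35.8) for CTCF and 61.4% (59.2 to 63.4) and 30.3% (29.6 to 31.1) for RAD21. The change in the coinciding share was 0.288 points (-0.418 to 0.997) for CTCF, an interval including 0, and 2.21 points (1.39 to 3.05) for RAD21. At equal listed totals both changes were negative, at -2.02 points (-2.85 to -1.20) for CTCF and -0.966 points (-1.97 to 0.0371) for RAD21, the latter interval including 0. At a minimum count of 3 both were positive, at 1.93 points (0.974 to 2.92) and 3.08 points (1.99 to 4.22).

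The lost CTCF loops with the highest counts joined chromosome 6, 132599885 to 132601896, to 132804884 to 132806980 (count 31) and chromosome 19, 48769718 to 48771024, to 48793317 to 48795313 (count 25). The former was lost from the RAD21 list as well, with a count of 27 in wild-type cells and no such loop listed in deleted cells. The latter had a RAD21 count of 25 in wild-type cells and was still listed for RAD21 in deleted cells, with a count of 9. The gained CTCF loops with the highest counts joined chromosome 1, 155561136 to 155562583, to 155681957 to 155684331 (count 41) and chromosome 12, 56708926 to 56710885, to 56856737 to 56859103 (count 11). The chromosome 1 loop was in both RAD21 lists, with counts of 45 in wild-type and 59 in deleted cells, and neither of its anchors was an anchor of any loop in the wild-type CTCF list (0 of 2). The chromosome 12 loop was in both RAD21 lists too, with counts of 10 and 4, and in the wild-type ZNF143 list with a count of 15. The lost RAD21 loops joined chromosome 8, 8886820 to 8889330, to 9007286 to 9009227 (count 32) and chromosome 15, 78405085 to 78406616, to 78532823 to 78535515 (count 29). Both were still listed for CTCF in deleted cells, with counts of 3 and 6 against 21 and 16 in wild-type cells. The gained RAD21 loops joined chromosome 1, 1183441 to 1186796, to 1439604 to 1441656 (count 14) and chromosome 16, 69429418 to 69433038, to 69457921 to 69459734 (count 12). The former was gained for CTCF as well, with a count of 5 in deleted cells, and the latter was listed for CTCF in wild-type cells alone (count 5).

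After CTCF depletion the lost ZNF143 loops with the highest counts joined chromosome 19, 4732259 to 4733582, to 4790697 to 4792456 (count 90) and chromosome 8, 67576863 to 67580649, to 67624573 to 67626359 (count 68). The chromosome 19 loop had a count of 32 in the wild-type ZNF143 list, whereas the chromosome 8 loop was in none of the other 6 lists. The gained loops joined chromosome 19, 47353329 to 47355208, to 47478365 to 47481205 (count 95) and chromosome 1, 149869629 to 149872048, to 149898755 to 149900292 (count 71), neither of which was in the wild-type ZNF143 list. Of the 6 named lost loops, 4 had both anchors among the anchors of the second list. All 6 named gained loops had at least 1 anchor that was no anchor of the first list, but over all gained loops with a count of 10 or more this held for 3 of 3 CTCF loops, 5 of 6 RAD21 loops and only 35 of 154 ZNF143 loops (22.7%, 16.8 to 29.96). Outside that rule, and chosen after the values were seen, the CTCF loop with the highest wild-type count joined chromosome 16, 55498344 to 55499850, to 55735210 to 55738250. Its count was 401 in wild-type and 70 in deleted cells, and its RAD21 count was 432 and 78.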

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

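Thinning, the span filter of 40 kb to 1 Mb, the minimum count of 10, the division of the CTCF-AID counts by 2, the random order of ties and every test of loops coinciding with loops of the removed protein were chosen after seeing the results. The other alternatives were planned. Over 176 combinations of a result and an alternative that removed or rematched loops, 33 values stayed within the 95% interval of the reported value, 123 moved outside it in the same direction and 20 changed direction. A change of direction, called reversed below, was counted as such even inside that interval. The reported CTCF change in coinciding loops, 0.288 points (-0.418 to 0.997), had no clear direction, so reversed refers there to sign only. The cause of a change was not tested unless one is given. Where results are listed for 3 pairs, the order is CTCF loops after ZNF143 deletion, RAD21 loops after ZNF143 deletion and ZNF143 loops after CTCF depletion.

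Directions held as follows. The loop number ratios of the 3 pairs stayed below 1 with loops above the list's median count and at a minimum count of 3, the only ones fixed in advance that bear on them. For 2 of these pairs, CTCF and CTCF depletion, both are the same filter, so the support there is a single alternative. The difference between kept and lost loops stayed positive for CTCF and RAD21, and the fall in ZNF143 loops coinciding with CTCF loops stayed negative, under each alternative that was run. The median span ratio after CTCF depletion stayed above 1 under each of them. The filter of 20 kb to 2 Mb removed no loop, so it tested nothing and is left out of these numbers. Equal numbers of loops give no loop number ratio. Motif and start-site alternatives were not run, because no sequence or annotation of the build was used here. No paired analysis was possible because each group holds 1 library.

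With loops above their own list's median count, the number ratios were 0.607, 0.768 and 0.675, the kept shares 35.7%, 41.6% and 35.6%, and the wild-type ZNF143 shares 13.3% in the CTCF list and 9.12% in the RAD21 list. The RAD21 values of 0.768 and 41.6% rest on unequal cutoffs, because the median was 3 in wild-type and 2 in deleted cells. At a common minimum count of 4 the RAD21 number ratio was 0.394. The span ratios were 0.747 for CTCF and 1.31 after CTCF depletion, and the kept minus lost differences 12.9 points for RAD21 and -5.77 points after CTCF depletion. The changes in coinciding loops were 1.93 points (0.974 to 2.92) for CTCF, 1.34 points (0.110 to 2.58) for RAD21 and -7.91 points after CTCF depletion. A minimum count of 3 gave the same values for every list whose median is 2. Values that use the wild-type RAD21 list differed, among them a number ratio of 0.490, a kept share of 31.9%, a difference of 13.4 points, 11.7% of wild-type ZNF143 loops in the RAD21 list, and a change in coinciding loops of 3.08 points (1.99 to 4.22).

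A minimum count of 10 gave number ratios of 0.204, 0.195 and, reversed, 1.10, and kept shares of 18.8%, 17.7% and 56.2%. The shares of wild-type ZNF143 loops were 3.71% and 3.11%, the span ratios 0.713, 0.818 and 1.31, and the differences 5.92 points for RAD21 and -6.50 points after CTCF depletion. The changes in coinciding loops were 2.38 points (0.238 to 5.68) for CTCF, 1.44 points (-0.405 to 4.56) for RAD21 and -4.05 points after CTCF depletion.

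Equal numbers of the best supported loops gave kept shares of 44.8%, 43.3% and 34.5%, wild-type ZNF143 shares of 15.6% and 14.6%, and span ratios of 1.03 and 1.31, both reversed, and 3.10. The span ratio of CTCF-AID cells at 0 h to wild-type cells reversed to 0.922. Changes in coinciding loops were -1.85 points for CTCF and -1.36 points for RAD21, both reversed, and -11.3 points after CTCF depletion. Here ties at a count of 2 went to shorter loops, which by construction takes long loops out of the longer list. With ties in random order the span ratios were 0.808, 0.915 and 1.62, and 0.977, still reversed, for the pair without removal of a protein.

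Without anchor extension the kept shares were 33.6%, 29.7% and 20.3%, and the wild-type ZNF143 shares 14.1% and 12.4%. The differences were 13.2, 13.4 and -11.7 points. The changes in coinciding loops were -0.0941 points (-0.688 to 0.504) for CTCF and -4.86 points after CTCF depletion. The CTCF value was reversed in sign only and lay inside the interval of the reported value. A 10 kb extension gave kept shares of 43.6%, 38.3% and 29.7%, wild-type ZNF143 shares of 23.8% and 20.0%, a change of -6.56 points in coinciding loops, and a reversed difference of 0.283 points after CTCF depletion. A narrower extension finds fewer matches by construction. Lost against gained loops gave span ratios of 0.698 for CTCF and 1.75 after CTCF depletion.

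Spans of 40 kb to 1 Mb gave number ratios of 0.765 for CTCF and 0.493 after CTCF depletion, kept shares of 37.6% and 25.2% for the same pairs, 18.2% of wild-type ZNF143 loops in the CTCF list, and span ratios of 0.866, 0.923 and 1.14.

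Thinning by the ratio of the totals reversed the number ratios to 1.43 and 1.46 and gave 0.785 after CTCF depletion. It reversed the ratio of CTCF-AID cells at 0 h to wild-type cells to 0.873. Loops left with fewer than 2 counts drop out, so the thinned lists had lower totals than their partners (40003 against 46220 for CTCF, 33137 against 49348 for CTCF-AID cells at 0 h), which biases these ratios. Kept shares were 47.6%, 47.3% and 29.2%, wild-type ZNF143 shares 14.4% and 12.9%, and span ratios 0.838, 0.945 and 1.41. Changes in coinciding loops were -2.64 and -1.86 points, both reversed, and -7.30 points after CTCF depletion. At equal listed totals (46346 against 46220 for CTCF) the number ratios were 1.27 and 1.23, still reversed, and 0.700, and that of CTCF-AID cells at 0 h to wild-type cells was 1.25, in the reported direction. Kept shares were 45.7%, 44.2% and 27.9%, wild-type ZNF143 shares 15.2% and 13.6%, and span ratios 0.827, 0.921 and 1.38. Changes in coinciding loops were -2.02 and -0.966 points, both reversed, and -6.81 points. The share of wild-type ZNF143 loops found in CTCF-AID cells at 0 h fell from 59.6% to 33.7% with thinning by the ratio of the totals, 40.6% at equal listed totals, 42.6% with equal numbers of loops and 40.1% with the CTCF-AID counts divided by 2. This share rose to 62.3% at a minimum count of 3 and 73.7% at 10, above each pair with a protein removed. At equal listed totals it lay below the kept shares of CTCF and RAD21 after deletion, the opposite order to the lists as deposited. Thinning treats each count as a separate read pair, which the even counts of the CTCF-AID lists put in doubt. The depth of the libraries is unknown, and a list's total is only a stand-in for it. Whether ZNF143-deleted cells had fewer loops at equal depth therefore stays unsettled by these lists.

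Dividing the CTCF-AID counts by 2 and keeping at least 2 left 10528 loops at 0 h and 7580 at 24 h. The number ratio after CTCF depletion was then 0.720, the kept share 36.6%, the difference between kept and lost loops -6.33 points and the change in coinciding loops -10.3 points. The comparison of CTCF-AID cells at 0 h with wild-type cells reversed, to a number ratio of 0.879 and a span ratio of 0.967.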

Other observations

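The tests of even counts, of chromosome 9, of strong and weak loops against thinning and of the antibody were chosen only after the results they address were seen, as was the use of the pair without removal of a protein as the yardstick for missing strong loops. Thinning to equal listed totals and at the count ratio of strong loops, the Poisson share at the ratio of the totals, the share of gained loops that coincide, and the values with a kept loop left out in the tests of missing anchors were also added then.

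The even counts of both CTCF-AID lists were the clearest sign of a difference in how the lists were made. If most read pairs entered the counts more than once, odd counts would be scarce in these 2 lists alone. The ratio of loops with a count of 3 to the geometric mean of those with 2 and 4 was at most 0.171 there and at least 0.834 in the other 5 lists. In simulated lists this ratio was 0.949 with single counting and 0.304 with most pairs counted again. Double counting is a candidate explanation. A count of 2 may then stand for 1 pair, and the longer lists and larger spans of CTCF-AID cells at 0 h would come partly from loops that the other lists leave out. After the counts were divided by 2, 10528 loops remained at 0 h against 11981 in wild-type cells, a ratio of 0.879, and the median span ratio was 0.967. The labels do not say how pairs were counted, and no biological explanation was tested.

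Lower depth was weighed for the shorter deleted lists. Of the wild-type loops with a count of 10 or more, 10.1% for CTCF and 13.7% for RAD21 were missing after ZNF143 deletion. This is 3.80 and 5.67 percentage points above the share that a Poisson draw gives at the count ratio of the loops with a first count of 20 or more that were found in both lists, 0.336 and 0.306. Choosing loops by a high first count lowers that ratio and choosing found loops raises it. At the ratio of the list totals, 0.573 and 0.450, the excess was 9.44 and 11.6 points. The pair without removal of a protein lay 7.18 points above its own Poisson share at either ratio, between these values. Lower depth and ZNF143 deletion therefore cannot be told apart as sources of the missing loops while the depth is unknown. After CTCF depletion the missing share was 26.4%, which is 26.4 points above the Poisson share and 25.4 points at the ratio of the totals. The Poisson draw lowers counts but keeps every anchor. Of the 504 missing loops, 467 had an anchor missing from the anchors of the second list. The excess therefore argues only against lower counts between called anchors as the sole source. Whether lower depth left anchors uncalled cannot be decided by this draw.

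The deleted lists had few strong loops relative to weak ones. Loops with a count of 10 or more were compared with those of the thinned wild-type lists. Thinned by the ratio of the totals, the ratios were 0.525 for CTCF and 0.695 for RAD21, and at equal listed totals 0.436 and 0.545. Thinning by the count ratio of found loops with a first count of 20 or more, 0.336 and 0.306, reversed the direction. Deleted cells then had 2.64 and 2.23 times as many loops in all, and 1.46 and 1.45 times as many with a count of 10 or more. Whether strong loops were fewer thus depended on the fraction. Next, the wild-type lists were thinned until they had as many loops with a count of 10 or more as the deleted lists, at fractions of 0.408 and 0.372. The deleted lists then held 2.13 (2.07 to 2.19) and 1.79 (1.74 to 1.85) times as many loops in all. When they were thinned to as many loops in all, the deleted lists held 0.285 (0.248 to 0.328) and 0.385 (0.331 to 0.447) times as many strong loops. No single fraction gave both numbers, which argues against lower depth alone. Genotype and list layout changed together, so a different threshold or counting step, with or without lower depth, stays open beside ZNF143 deletion.

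Depth also gave only part of the shift in span. Thinning by the ratio of the totals produced 29.4% of the difference in median span for CTCF and 55.9% for RAD21, thinning to equal listed totals 23.7% and 34.5%, and thinning by the count ratio of found loops with a first count of 20 or more 48.5% and 62.8%. After CTCF depletion thinning moved the median the other way, by -36.5% of the difference at the ratio of the totals and -28.2% at equal listed totals. Depth alone is therefore an unlikely source of the shorter CTCF and RAD21 loops or of the longer ZNF143 loops. List processing, for the deletion pairs, and the removal of the protein stay open for each.

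Lost loops were weaker loops, so anchor content was compared within classes of equal count. The difference between kept and lost loops at ZNF143 anchors was 12.04 points for CTCF and 12.8 points for RAD21, and at CTCF anchors after CTCF depletion -4.24 points. Count alone is an unlikely cause of these differences. The first 2 run against a simple expectation that loops at ZNF143 anchors would be lost first. Without count classes, gained loops had a ZNF143 anchor about as rarely as lost loops (57.7% against 59.1% for CTCF, 55.3% against 55.5% for RAD21). Loops found in only 1 list of a pair were thus alike in this respect. Kept against lost therefore does not by itself show which loops needed ZNF143. A candidate explanation not tested here is that anchors shared between proteins lie in open chromatin that any antibody recovers. The third has the sign that dependence on CTCF would give. Without count classes, the difference was 0.283 points (-0.558 to 1.11) with a 10 kb extension and negative under each other alternative run.

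Many strong loops disappeared together with an anchor. Among lost loops with a count of 10 or more, an anchor was missing from the anchors of the second list for 35.9% of 131 CTCF loops, 57.9% of 171 RAD21 loops and 92.7% of 504 ZNF143 loops after CTCF depletion. An anchor is seen only through its loops, so an anchor whose only loop is lost is missing by definition. Kept loops of the same counts, with the kept loop itself left out of the second list, had a missing anchor for 24.3%, 36.02% and 3.20%. The lost loops exceeded these by 11.6 (3.45 to 20.4), 21.9 (13.8 to 29.6) and 89.5 (86.6 to 91.6) points. Missing anchors may thus account for part of the strong RAD21 losses and for many of the strong ZNF143 losses. For CTCF, most strong losses had both anchors in the second list, which argues against missing anchors as the main source. All 3 strongly gained CTCF loops and 5 of the 6 strongly gained RAD21 loops had an anchor missing from the wild-type list, but only 35 of 154 strongly gained ZNF143 loops after CTCF depletion (22.7%) had one missing from the 0 h list. An anchor that was not called and one that lost all its loops, through lower occupancy or lost contacts, were not separated.

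Missing ZNF143 anchors were related to CTCF. Within classes of anchors by their highest loop count, anchors at wild-type CTCF loop anchors were missing more often at 24 h than other anchors, by 5.31 points on average, and by 10.95 points among anchors with a highest count of 10 to 19 (30.7% against 19.8%). Without classes the shares were 57.7% and 57.3%. A smaller anchor set that ignores CTCF would not give the difference within classes, so a loss related to CTCF, of the anchor or of all its loops, may be part of it.

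ZNF143 loops that coincided with wild-type CTCF loops became a smaller part of the list after CTCF depletion. Lower depth would leave their share as it was or raise it. In the 0 h list it was 13.4% (12.99 to 13.81) after thinning by the ratio of the totals and 12.9% (12.5 to 13.3) at equal listed totals, against 6.10% (5.78 to 6.43) at 24 h, which argues against depth. Their number ratio was 0.477 times that of the other ZNF143 loops. The contrast lay largely in the loops gained at 24 h, of which 2.50% coincided, against 10.4% of the 24 h loops found at 0 h. Coinciding 0 h loops were kept as often as the others over the whole list, and less often within classes of equal count, with an averaged difference of -6.11 points. A hypothesis is that part of the ZNF143 loops at CTCF loops depend on CTCF, but the overall kept share does not show it. An antibody that also binds CTCF would also lower the number, and no ZNF143 library from cells lacking ZNF143 was analysed here that could separate the possibilities. Gained loops were also longer than kept loops, with medians of 463.9 and 170.6 kb. The change in coinciding share was -6.16 points (-6.68 to -5.64) with spans of 40 kb to 1 Mb, but no comparison within span classes was made. Both possibilities stay open, as does a part played by span.

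Chromosome 19 stood apart in the ZNF143 lists. It held 24.6% of wild-type ZNF143 loops, 19.7% at 0 h and 28.5% at 24 h, but 5.87% of wild-type CTCF loops. Its loop number ratio after CTCF depletion was 0.739 (0.714 to 0.764), against 0.453 (0.445 to 0.462) on the other chromosomes. The contrast shrank with the count: the ratios were 0.962 and 0.634 at a minimum of 4, and 1.23 (1.11 to 1.36) and 1.02 (0.943 to 1.107) at 10, where loops on chromosome 19 did not become fewer and the others hardly changed in number. A lower CTCF content is an unlikely cause, because among loops without a wild-type CTCF anchor the ratio on chromosome 19 was still 1.49 times that elsewhere. Within classes of equal count, its loops were kept more often by 17.5 points on average, which argues against higher counts, and shifted lists gave a difference of only 1.71 points, which argues against chance matches. Matches to true neighbouring loops in a dense chromosome were not separated. That ZNF143 loops on chromosome 19 depend less on CTCF stays open, chiefly for its weaker loops. Copy number and the mapping of repeated sequence were not tested.

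Some chromosomes had few loops in both deleted lists. The number ratios for CTCF and RAD21 were 0.485 and 0.443 on chromosome 4, 0.555 and 0.467 on chromosome 9 and 0.661 and 0.391 on chromosome X, against 0.808 and 0.644 over all chromosomes. Chromosomes 21 (0.602 and 0.560) and 8 (0.653 and 0.585) were low in both lists too. All 12 of the 20 Mb windows of chromosome 9 with at least 50 wild-type loops (6 per pair) lay under the ratio of all chromosomes, as did all 4 such windows of chromosome 4 and both of chromosome X, which are too few to show a pattern along those chromosomes. On chromosome 8 this held for 10 of 14 such windows, and on chromosome 21 for 3 of 4. The windows of chromosome 9 were counted with the loss of a copy in the deleted cells in mind. Chromosome 9 was picked after the ratios were seen, as the lowest among chromosomes with many loops (812 wild-type CTCF loops, against 342 on chromosome 4 and 236 on chromosome X). The count shows only that its low ratio was spread along the chromosome. Loss of a copy and a change of loops along the whole chromosome through ZNF143 both predict this. The count therefore cannot decide between them, and both stay open. The few windows of chromosomes 4 and X decide nothing either. Across 23 chromosomes the CTCF and RAD21 ratios had a Spearman correlation of 0.815. Chromosomes are not independent replicates, and both libraries come from ZNF143-deleted cells.

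A loop on chromosome 1, from 161534518 to 161536723 and 161615908 to 161618116 in the wild-type CTCF list, hardly changed its count, at 124 in wild-type and 102 in deleted cells for CTCF and 117 and 116 for RAD21. The ratios were 0.823 and 0.991. The mapping of repeated sequence at the loop's anchors was not tested, so a mapping artefact was not excluded. Among the 12 CTCF and 14 RAD21 loops with a wild-type count of at least 100 that were found again, the next highest ratios were 0.467 and 0.495. With weaker loops included it was not alone: of the loops with a wild-type count of at least 20 that were found again, 19 of 325 for CTCF and 10 of 360 for RAD21 had a ratio of 0.8 or more.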
